A study of Mus musculus with 24 samples. Its data were reported in "Targeted Transcriptomic Analysis of C57BL/6 and BALB/c Mice During Progressive Chronic Toxoplasma gondii Infection Reveals Changes in Host and Parasite Gene Expression Relating to Neuropathology and Resolution" (2021).

How the data were processed

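Total RNA from whole mouse brain was hybridized with the probes of the nCounter Inflammation panel with a customized PLUS codeset, an assay that counts fluorescent barcodes bound to each transcript without amplification. The 24 samples came from 8 groups of 3 mice: C57BL/6 and BALB/c females, naïve or at 14, 28 or 56 days post infection (dpi) with 10 cysts of the ME49 strain of Toxoplasma gondii. Groups and replicate numbers were taken from the sample labels. The table holds 297 probes, of which 267 are for mouse genes, 10 for T. gondii genes and 6 for housekeeping genes, while 6 are spiked positive controls and 8 negative controls. Every column belonged to a sample.

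The deposited values are normalized probe signal on a linear scale, made by the authors in nSolver from counts of hybridized probes. The software version was not stated, and no aligner or genome build applies to this assay. The way the signal was scaled was read from the values. Within a sample, every value above a floor was a whole multiple of a single step, within 0.02 counts plus 0.005 for rounding, so probe counts were recovered for 100% of those values in every sample. The step was worth 0.804 to 1.86 units per count in C57BL/6 and 0.811 to 1.29 in BALB/c. The geometric mean of 5 housekeeping probes (Cltc, Gapdh, Hprt, Pgk1 and Tubb5) was 1099 in each of the 12 C57BL/6 samples. In the 12 BALB/c samples it was the geometric mean of all 6, with Gusb, that was constant, at 912. The strains were therefore normalized separately, to different levels and with different housekeeping sets. Values had been raised to a floor of 1 in C57BL/6 (6 of 3396 values) and of 7 in BALB/c (291 of 3396 values). The control probes were deposited as unscaled whole counts.

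The positive controls also differed between the strains. The ratio of the POS_A to POS_B counts was 3.16 ± 0.12 in C57BL/6 and 3.42 ± 0.081 in BALB/c (SD, n = 12 each), and that of POS_F to POS_E was 0.691 ± 0.106 and 0.366 ± 0.051. A two-sided permutation test with 100000 resamples gave p = 2e-05 for each, the smallest it can give. POS_F to POS_E did not overlap between the strains, whereas POS_A to POS_B did. Within C57BL/6, POS_A to POS_B rose with the time point without overlap, from 2.94 to 3.05 in naïve mice, 3.09 to 3.14 at 14 dpi and 3.18 to 3.25 at 28 dpi to 3.29 to 3.32 at 56 dpi. In BALB/c the time points overlapped (3.31 to 3.57 in naïve mice, 3.38 to 3.44 at 56 dpi). Mean negative-control counts were 12.0 ± 1.7 and 12.6 ± 2.2 (permutation p = 0.5). The labels name no run, cartridge or reagent lot, and no run is known to hold both strains, so strain and run cannot be told apart in any comparison of levels between strains. Time point and run may be tied in C57BL/6 as well.

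Log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes), with 8 group means, all 24 samples and 16 residual degrees of freedom. The 277 mouse and T. gondii probes were tested, with Benjamini-Hochberg adjustment over all 277 within each of 17 contrasts and a threshold of 0.05. The pseudocount and the floors understate the change of low probes. Housekeeping and control probes were left out of the tests and examined separately. The contrasts were infected against naïve and successive time points within each strain, BALB/c against C57BL/6 at each time point, and the difference between the strains in the change from naïve. The 10 T. gondii probes were also adjusted over the list alone. The mean log2 value over the 267 mouse probes was compared between groups of 3 mice with a two-sided exact permutation test, whose smallest possible p is 0.1. Table handling, permutation tests and plots used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

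Depth was taken as the sum of recovered probe counts, 46665 to 182023 in C57BL/6 and 82232 to 158383 in BALB/c. A value was called above background when it exceeded the mean of the sample's 8 negative controls plus 2 SD, on the normalized scale. That limit lay between 16.5 and 58.3 units in C57BL/6 and between 15.7 and 28.1 in BALB/c, and it was highest in the shallowest sample, C57BL/6 naïve replicate 1. Replicates were compared with a chi-square test on probes with at least 20 counts. All 24 pairs within groups differed by more than counting noise (chi-square over degrees of freedom 1.39 to 10.7), and no 2 samples were identical.

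The genes named in the text were set by a rule. They are genes of the study's text that have a probe on this panel (10 of these are reported), the 10 T. gondii probes, and for each contrast up to 3 genes with the largest increase and up to 3 with the largest decrease among those past the adjusted threshold whose replicates did not overlap between groups. No overlap rule was used for the difference in response. Some genes that the rule names are not reported here, and no others take their place. Housekeeping genes are named for the scaling. Of 273 mouse symbols, 264 matched a symbol and 9 a synonym in a RefSeq gene table of assembly GRCm38.p6, which was used for names only. The table of values gives no positions and names no genome build, so no coordinates are given. STAT3 has a pair of probes on the panel, kept apart in the tests.

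The test of each comparison, the named-gene rule and these alternatives were chosen before the data were examined: equal sample medians over the mouse probes, equal means of the 6 housekeeping probes, a pseudocount of 20, only probes with a mean log2 value above 5, the replicate number as a block, only the groups compared or only the 12 samples of the strain, trended and robust variances, Benjamini-Yekutieli adjustment, the methods' t-test, and each replicate left out in turn. Count models had been listed for raw counts only. The deposited values are normalized, and these models were not run on the recovered counts. Chosen after the data were seen were equal means of the 5 housekeeping probes without Gusb, of the 4 without Gusb and Tubb5, a floor of 7 for all samples, that floor with the 5 probes, and the recovered counts with limma's voom weights.

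The fit was tested on simulated data, with values for the 277 probes drawn from the C57BL/6 14 dpi means with counting noise, the remaining spread between replicates, the samples' steps and floors, and 50 probes changed by 1 to 2 log2 units in each of 100 runs. For C57BL/6 14 dpi against naïve, 86.7% of changed probes were called, and 97.2% of those with a mean log2 value above 6. Unchanged probes made up 9.9% of the calls, above the nominal level, and 2.9% above that mean. With no probe changed, 37 of 100 runs gave at least 1 call and at most 5. With a pseudocount of 20, unchanged probes made up 6.9% of the calls, and 14 of 100 runs with no probe changed gave a call. For the strain difference in response at 14 dpi, 66.0% of changed probes were called and 4.7% of the calls were unchanged probes. Calls of probes near background are therefore less secure than the adjusted p states.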

Results

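Transcripts were counted with 267 mouse and 10 T. gondii probes in the brains of 24 mice, with 3 mice in each of 8 groups. C57BL/6 mice, in which ME49 infection of the brain persists, and BALB/c mice, which control it better, were examined as naïve animals and at 14, 28 and 56 dpi. These days were taken by the study as the transition to, the stable and the late stage of chronic infection. Values are normalized probe counts, scaled by the authors to housekeeping genes separately in each strain. Recovered probe counts per sample ranged from 46665 to 79410 in naïve C57BL/6 mice, 93897 to 136682 at 14 dpi, 139422 to 170439 at 28 dpi and 155105 to 182023 at 56 dpi. In BALB/c mice they ranged from 82232 to 100974 in naïve mice, 132620 to 158383 at 14 dpi, 109299 to 125478 at 28 dpi and 93573 to 128840 at 56 dpi. The mouse probes above the negative-control background numbered 104 ± 10 (SD, n = 3) in naïve C57BL/6 mice and 198 ± 6.4 at 56 dpi. In BALB/c mice they numbered 144 ± 11 in naïve mice, 194 ± 1.5 at 14 dpi and 170 ± 1.5 at 56 dpi. In a principal component analysis of the 267 mouse probes, the leading component held 72.5% of the variance and separated naïve from infected mice. The second held 15.1% and placed every BALB/c sample above every C57BL/6 sample.

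To ask how the panel as a whole moved, the log2 values of the 267 mouse probes were averaged in each mouse. In C57BL/6 mice this panel mean was 5.37 ± 0.18 (SD, n = 3) in naïve mice, 6.23 ± 0.05 at 14 dpi, 6.54 ± 0.10 at 28 dpi and 6.83 ± 0.08 at 56 dpi. In BALB/c mice it was 5.58 ± 0.03, 6.34 ± 0.06, 6.20 ± 0.06 and 6.22 ± 0.03 on the same days. Each infected group lay above the naïve mice of its strain without overlap, with an exact permutation p of 0.1, the smallest that 3 mice against 3 can give. The panel mean rose in C57BL/6 mice by 0.32 from 14 to 28 dpi and by 0.29 from 28 to 56 dpi (exact p = 0.1 for each). In BALB/c mice it fell by 0.15 from 14 to 28 dpi (exact p = 0.1). It did not move beyond the spread between mice from 28 to 56 dpi (difference 0.02, exact p = 0.7). Without BALB/c 28 dpi replicate 1 this last difference was -0.0083. Scaling the samples to equal medians reversed each of these differences. It holds the middle of the same 267 probes fixed, so it cannot tell whether the panel as a whole moved. The rise of C57BL/6 mice at 14 dpi, 0.86, became -0.62 under that scaling, and 0.62 with 6 housekeeping probes.

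**Figure D1:**
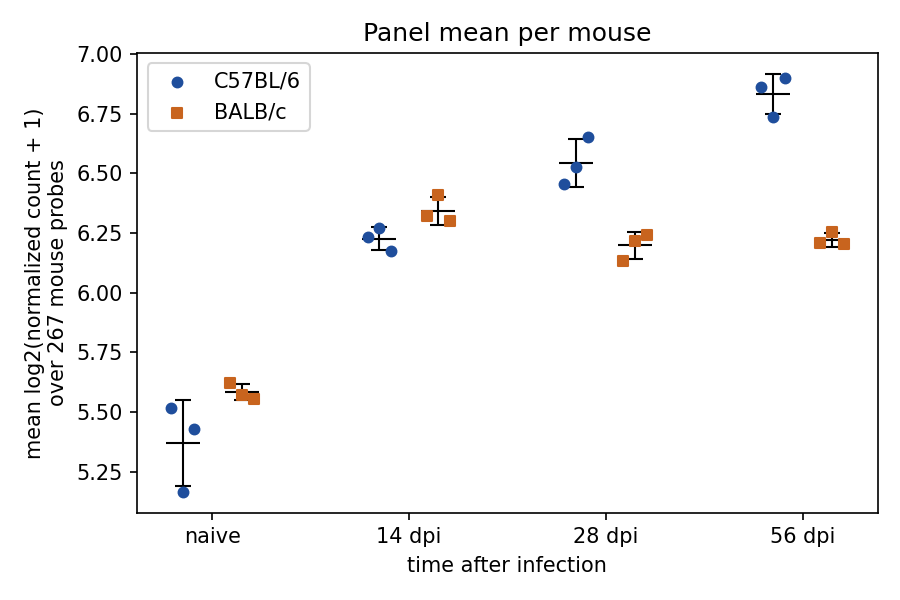
Mean log2 value over the 267 mouse probes in each mouse (points), with the group mean and SD (n = 3 per group), by strain and days post infection. C57BL/6 mice rise from 5.37 to 6.83, while BALB/c mice reach 6.34 at 14 dpi and lie at 6.22 at 56 dpi.

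To determine which genes changed with infection in C57BL/6 mice, each time point was compared with naïve mice with limma. At 14 dpi, 116 probes were higher and 41 lower of 277, at 28 dpi 140 and 39, and at 56 dpi 154 and 39. The replicates did not overlap between groups for 157, 170 and 196 probes, or 56.7%, 61.4% and 70.8% of those tested, where chance gives 10%. The median change of the mouse probes was 0.24, 0.54 and 0.88 log2 units. Among the scalings, equal medians moved these results most: the counts became 47 higher and 187 lower, 58 and 184, and 62 and 176, and the median change -1.24, -1.38 and -1.33. With the mean of 6 housekeeping probes held equal, they were 102 and 75, 126 and 70, and 133 and 66. With 4 housekeeping probes, without Gusb and Tubb5, they were 126 and 18 at 14 dpi and 157 and 15 at 28 dpi. Of the called probes, 19, 19 and 15 were not above background in any sample of either group. Across the 3 time points, 138 probes were called at all of them, 113 higher and 25 lower. Those called at a single time point were 11 at 14 dpi, 12 at 28 dpi and 24 at 56 dpi. Log2 changes correlated across probes with r = 0.96 between 14 and 28 dpi and 0.95 between 14 and 56 dpi, where probes are not independent replicates. Simulated unchanged groups against the same naïve mice gave r = 0.50 and at most 0 probes called at all 3 time points in 50 simulations.

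Among called probes whose replicates did not overlap, the largest increases at 14 dpi in C57BL/6 mice were those of the chemokines Ccl5 (7.86 log2 units, SE 0.30, adjusted p = 1.2e-14), Cxcl9 (7.62) and Cxcl10 (7.22). Ccl5 was counted at 2560 ± 765 (SD, n = 3) at 14 dpi against 10.5 ± 5.6 in naïve mice, where it was not above background in any mouse. It reached 6790 ± 1120 at 28 dpi and 11011 ± 2143 at 56 dpi, a change of 9.30 and 10.00 log2 units. At 28 dpi Cxcl9 (8.30) and Iigp1 (7.67) followed, and at 56 dpi Cxcl9 (8.70) and H2-Eb1 (8.09). C4a rose by 3.99, 4.62 and 4.79 log2 units at the 3 time points (SE 0.11). Ifng rose by 2.28, 3.32 and 4.15 (SE 0.29), from 3.80 ± 1.72 to 81.1 ± 10.2, and was above background in no mouse at 14 dpi and in all 3 at 28 and 56 dpi. Tlr2 (3.54, 4.13 and 4.77), Tnf (2.02, 3.23 and 3.57) and Tgfb1 (1.65, 2.27 and 2.76) were called at each time point. Cxcr4 rose by 0.79, 1.41 and 2.56, and equal medians turned the change at 14 and 28 dpi to -0.69 and -0.51. Of the genes of the study's text, Atf2 and NRG3 were lower at each time point, by -0.44, -0.52 and -0.80 and by -0.45, -0.48 and -0.79.

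By the same rule, used for the extremes named below too, the largest decreases at 14 dpi were Tlr5 (-1.32), Tradd (-0.91) and Myl2 (-0.80), and at 28 dpi H2-Ea-ps (-1.45), Ifnb1 (-1.07) and Il9 (-1.04). Of these 6 probes, only Myl2, in 1 infected mouse, was above background in any sample of the groups compared. At 56 dpi the largest decreases were of well detected genes. Prkcb fell from 4765 ± 403 to 2164 ± 357 (-1.15, SE 0.11, adjusted p = 9.4e-09), Plcb1 by -1.11 and Mapk8 by -1.06.

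**Figure D2:**
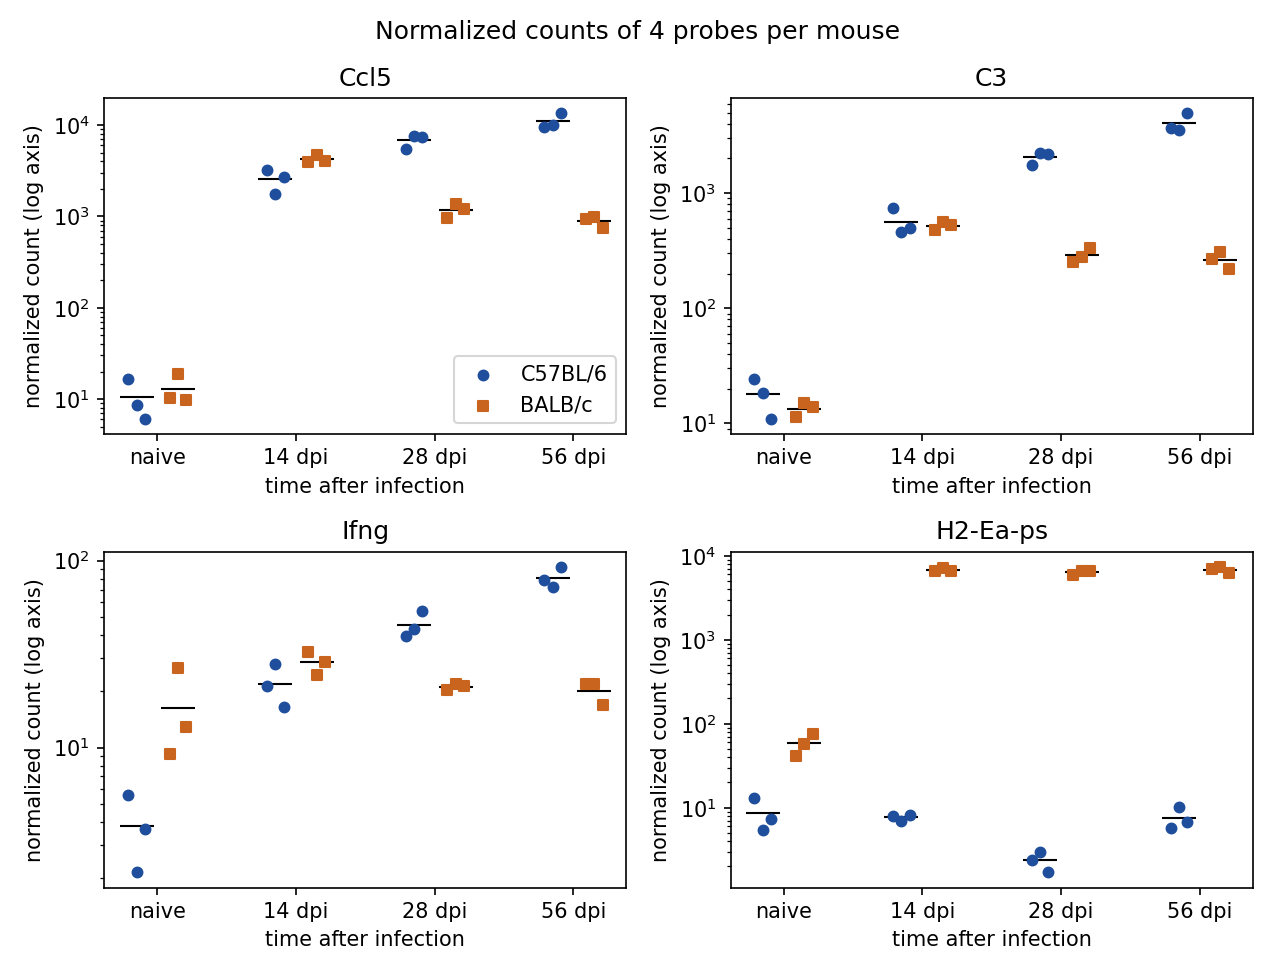
Normalized probe counts (log axes) of Ccl5, C3, Ifng and H2-Ea-ps in each mouse (points), with the group mean (bar), by strain and days post infection; the strains were normalized separately. Ccl5 reaches 11011 at 56 dpi in C57BL/6 mice, and H2-Ea-ps is above background in BALB/c mice alone.

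Successive time points were compared to follow the progression in C57BL/6 mice. From 14 to 28 dpi, 86 probes rose and 4 fell, or 58 to 86 and 2 to 4 with a replicate left out. The largest increases were of Ccr7 (2.38), CD103 (2.26) and Ccl22 (2.03), and the largest decreases of H2-Ea-ps (-1.39), Fos (-1.28) and Il9 (-1.07), where H2-Ea-ps and Il9 were not above background. From 28 to 56 dpi, 58 rose and 17 fell, with Ifna1 (1.78) and H2-Ea-ps (1.32) among the largest increases, and the decreases led by Il3 (-0.85), Map3k9 (-0.80) and Mapk8 (-0.50). Among these, only Ifna1 and Mapk8 were above background in all mice of at least 1 group. The total of 75 fell to 16 without 56 dpi replicate 3, to 18 without 28 dpi replicate 1 and to 49 without 28 dpi replicate 2. With a replicate left out, 13 to 61 probes rose and 3 to 20 fell. Equal medians gave 18 higher and 48 lower from 14 to 28 dpi, and 12 and 40 from 28 to 56 dpi, where 6 housekeeping probes gave 34 and 23. Ifng rose by 1.04 and 0.83 (adjusted p = 0.011 and 0.044), and Cxcr4 by 0.62 and 1.15 (adjusted p = 0.0046 and 0.00012). C4a rose by 0.63 from 14 to 28 dpi (adjusted p = 0.00069) and then by 0.18, not called (adjusted p = 0.25).

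The 10 T. gondii probes were included to follow the stages of the parasite. In C57BL/6 mice 6 were called higher at 14 dpi, 7 at 28 dpi and 6 at 56 dpi, and none lower. The counts adjusted over the list alone were 6, 7 and 6. With equal medians none was called higher and 3 lower at 14 dpi, and 2 were called higher and 4 lower at 28 and at 56 dpi. Under that scaling ROP18, GDA1/CD39, ADF, GRA12, SRS22A and TUBA1 each turned to a decrease on at least 1 day. LDH2 rose from 3.49 ± 0.95 in naïve mice to 21.8 ± 10.8, 61.5 ± 26.2 and 72.1 ± 10.1, or by 2.22, 3.73 and 4.04 log2 units (SE 0.38, adjusted p = 5e-05, 3.8e-08 and 9.4e-09). BAG1 rose by 1.78, 3.17 and 3.52, SRS35A by 1.66, 2.57 and 2.68, and SRS44 by 1.84, 2.38 and 2.22. SRS22A rose by 0.94, 2.34 and 2.57, and GRA12 by 1.76 and 2.06 at 28 and 56 dpi. LDH2, BAG1 and SRS35A exceeded the negative-control background in all 3 mice at 28 and 56 dpi, whereas GRA12 did so in none and SRS22A in 1 mouse at 56 dpi. GDA1/CD39 was called at 14 dpi alone (1.01) and ADF at 28 dpi alone (0.86), both below background in every mouse. ROP18 and TUBA1 were not called. From 14 to 28 dpi LDH2 rose by 1.51 (adjusted p = 0.0055), BAG1 by 1.38 (adjusted p = 0.022) and SRS22A by 1.40 (adjusted p = 0.0055).

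To compare the strains, the same contrasts were made in BALB/c mice. At 14 dpi 99 probes were higher and 44 lower than in naïve mice, at 28 dpi 81 and 19, and at 56 dpi 84 and 3. The replicates did not overlap for 169, 138 and 124 probes (61.0%, 49.8% and 44.8%, where chance gives 10%). The median change of the mouse probes was 0.05, 0.07 and 0.12. Among the scalings, equal medians moved these counts most, to 49 higher and 183 lower, 41 and 174, and 40 and 175. With 5 housekeeping probes, as used in C57BL/6 mice, they were 111 and 14 at 14 dpi and 86 and 5 at 28 dpi, and with a common floor added 112 and 17, and 89 and 7. With 4 housekeeping probes they were 125 and 2, and 93 and 1. The decreases also depended on single mice. The 19 at 28 dpi were 6 without naïve replicate 1, 11 without 28 dpi replicate 1 and 10 without 28 dpi replicate 2. The 3 at 56 dpi were 0 without naïve replicate 1 (limma, with 80 increases left) and 5 without naïve replicate 3. Of the called probes, 3, 2 and 5 were not above background in any sample of either group. Across the time points 80 probes were called at all 3, 42 at 14 dpi alone, 0 at 28 dpi alone and 2 at 56 dpi alone. Simulated unchanged groups gave at most 1 probe called at all 3.

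The largest increases in BALB/c mice at 14 dpi were of Ccl5 (8.31, SE 0.30, adjusted p = 5.1e-15), Iigp1 (7.58) and H2-Eb1 (6.92). At 28 dpi they were of Iigp1 (6.99), H2-Eb1 (6.91) and H2-Ea-ps (6.80), and at 56 dpi of H2-Ea-ps (6.89), H2-Eb1 (6.87) and Iigp1 (6.81). The largest decreases at 14 dpi were of Cxcl5 (-0.90), Retnla (-0.86) and Ptgfr (-0.84), and at 28 dpi of Cxcl5 (-0.84), Myl2 (-0.68) and Map2k6 (-0.53). Of these, Cxcl5 and Retnla were not above background in any mouse. At 56 dpi the 3 decreases were of Prkcb (-0.35), S1PR1 (-0.30) and Tollip (-0.27). C4a rose by 3.45, 3.33 and 3.51 (SE 0.11). Ifng rose by 0.90 at 14 dpi (adjusted p = 0.014), which equal medians turned to -0.32, and was not called at 28 and 56 dpi (0.49 and 0.41, adjusted p = 0.22 and 0.35). From 14 to 28 dpi 7 probes rose, led by Limk1 (0.42), Il1rap (0.40) and Map2k4 (0.34), and 42 fell, led by Cfb (-1.94), Ccl5 (-1.86) and Cxcl10 (-1.54). Equal medians gave 41 higher and 20 lower, 5 housekeeping probes 0 and 47 (1 and 53 with a common floor), and 4 housekeeping probes 0 and 66. The total of 49 fell to 31 without 14 dpi replicate 2, and also to 31 without 28 dpi replicate 1. Against the 7 that rose, 1 to 3 probes were called higher whichever replicate was left out. From 28 to 56 dpi limma called 0 probes, with 13 at an unadjusted p under 0.05. Voom weights on the recovered counts also called 0.

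**Figure D3:**
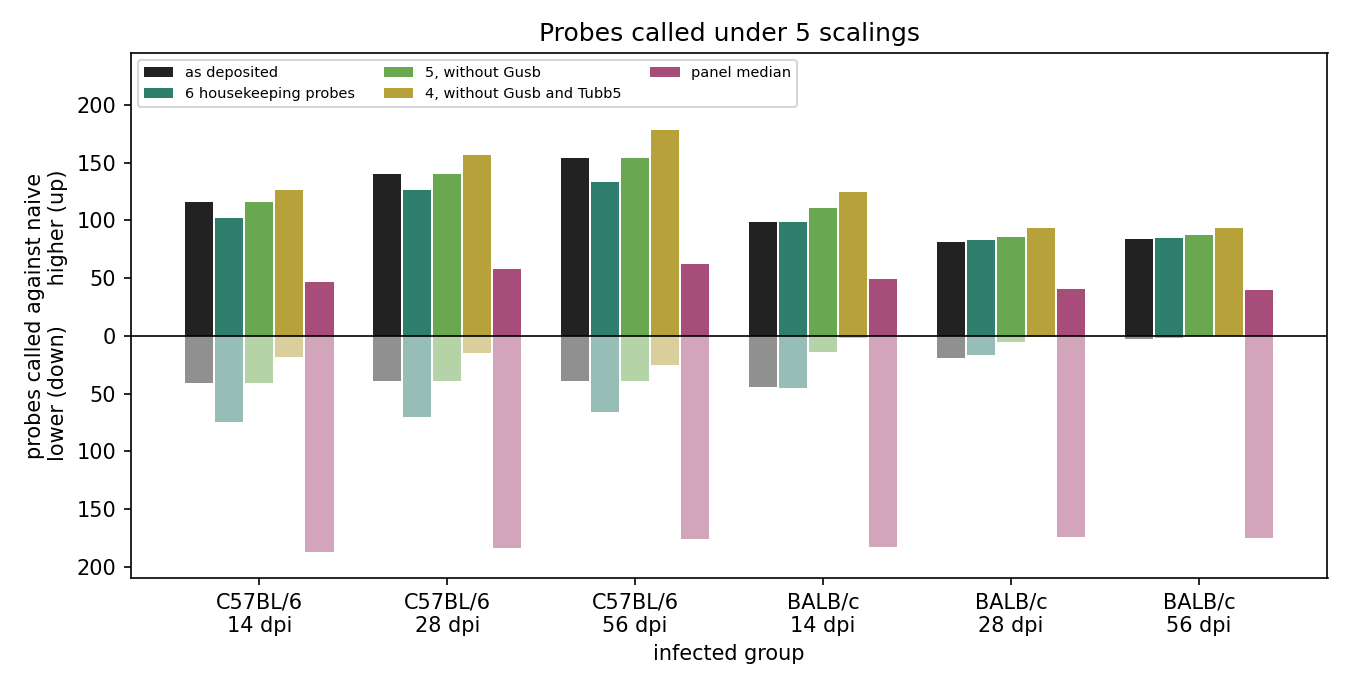
Probes called higher (up, dark) and lower (down, pale) than in naïve mice of the same strain, of 277 tested, under the scaling as deposited and 4 others, by strain and days post infection. Equal panel medians give more decreases than increases in each group, and 4 housekeeping probes leave 2 decreases in BALB/c mice at 14 dpi.

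No T. gondii probe was called in BALB/c mice at any time point by limma on the deposited values of all 24 samples, over all probes or adjusted over the list alone. At an unadjusted p under 0.05 limma gave 0, 1 and 0 at 14, 28 and 56 dpi, and the methods' t-test 1 at each. Voom weights on the recovered counts called 0 at each. Other limma fits called some, nearly all as decreases. Equal medians gave 9, 9 and 8 lower, a common floor 1, 2 and 1 lower, a pseudocount of 20 gave 1 lower at 14 dpi and 2 at 28 dpi, and only the groups compared 2, 1 and 1 lower. Only the 12 samples of the strain gave 1 higher and 1 lower at 14 dpi and 2 lower at 28 dpi. The sum of the 10 probes was 157 ± 11 (SD, n = 3) in naïve BALB/c mice, 131 ± 14 at 14 dpi, 127 ± 8.7 at 28 dpi and 142 ± 14 at 56 dpi. These sums lay below the naïve one, with an exact permutation p of 0.1, 0.1 and 0.2, where 0.1 is the smallest possible. In C57BL/6 mice the sum was 36.0 ± 6.9 in naïve mice, 108 ± 51, 226 ± 91 and 249 ± 47 (exact p = 0.1 at each time point). The background of these probes, as given by the naïve mice, was thus higher in BALB/c mice. The recovered counts, not corrected for depth, were 145 ± 19 in naïve BALB/c and 27.3 ± 9.3 in naïve C57BL/6 mice. In infected BALB/c mice they were 155 ± 27 at 14 dpi, above the naïve mean, 123 ± 10 at 28 dpi and 130 ± 33 at 56 dpi.

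**Figure D4:**
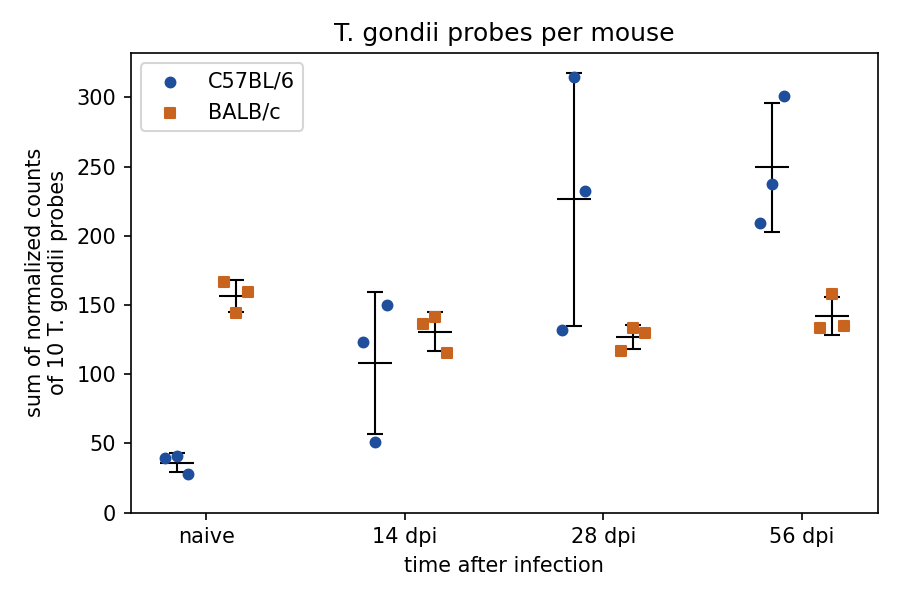
Sum of the normalized counts of the 10 T. gondii probes in each mouse (points), with the group mean and SD (n = 3 per group), by strain and days post infection; the strains were normalized separately. The sum rises from 36.0 to 249 in C57BL/6 mice, and in BALB/c mice the naïve group has the highest mean, 157.

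Levels were also compared between the strains at each time point. Since the strains were normalized separately and their positive controls differ, these differences include any difference between the runs. BALB/c mice had 69 probes higher and 30 lower than C57BL/6 mice when naïve, 49 and 38 at 14 dpi, 42 and 119 at 28 dpi, and 43 and 135 at 56 dpi. With a replicate left out, 38 to 49 were higher and 25 to 35 lower at 14 dpi, with 25 without BALB/c 14 dpi replicate 3. The replicates did not overlap for 38.6%, 52.3%, 65.7% and 67.9% of probes, where chance gives 10%. Of the called probes, 28, 9, 8 and 10 were not above background in any sample of either group. With the same 6 housekeeping probes for all samples, the naïve comparison turned to 32 higher and 82 lower, and that at 14 dpi to 28 and 57. With 5 housekeeping probes the counts were 29 and 87, 22 and 68, 18 and 155, and 23 and 164. A common floor added to these gave 23 and 88, 20 and 72, 16 and 160, and 23 and 176. With 4 they were 21 and 117, 15 and 101, 9 and 196, and 10 and 207. Equal medians gave 41 and 51 when naïve, 127 and 44 at 28 dpi, and 137 and 62 at 56 dpi.

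The MHC class II probe H2-Ea-ps differed most in infected mice. It was counted at 58.4 ± 17.7 (SD, n = 3) in naïve BALB/c mice and 6832 ± 595 at 56 dpi, against 8.58 ± 3.99 and 7.49 ± 2.30 in C57BL/6 mice. The log2 difference was 2.67 in naïve mice, 9.61 at 14 dpi, 10.92 at 28 dpi and 9.68 at 56 dpi (SE 0.25, adjusted p = 3.5e-07, 1.4e-16, 1.4e-17 and 1.2e-16). No C57BL/6 sample was above background for this probe, so these sizes are ratios to noise and not exact. The other largest increases were of ROP18 (2.67) and GDA1/CD39 (2.56) in naïve mice, of ADF (2.46) and Il4 (2.15) at 14 dpi, of ROP18 (2.46) and Ccr4 (2.09) at 28 dpi, and of ROP18 (1.80) and ADF (1.71) at 56 dpi. These probes lay near background, and of them only Il4 was above it in all 3 BALB/c mice. The largest decreases in naïve mice were of Ccl21a, counted at 23.9 ± 3.4 in BALB/c and 206.5 ± 69.2 in C57BL/6 mice, Mx1 (-1.48) and Ifit3 (-1.05), and at 14 dpi of Chi3l3 (-2.76), Ccl21a (-2.01) and Tlr9 (-1.35). At 28 dpi they were of Cfb (-3.26), Chi3l3 (-2.94) and Ccl2 (-2.89). At 56 dpi they were of C3, counted at 265 ± 44 in BALB/c and 4061 ± 768 in C57BL/6 mice (-3.93, SE 0.23, adjusted p = 5.4e-11), Chi3l3 (-3.91) and Ccl2 (-3.77).

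Whether the strains responded differently was tested as the difference of their changes from naïve, which cancels a constant offset between the strains but not the different housekeeping sets. The difference (BALB/c minus C57BL/6) was positive for 5 probes and negative for 12 at 14 dpi, 5 and 108 at 28 dpi, and 27 and 134 at 56 dpi. With a replicate left out, 3 to 8 were positive and 94 to 112 negative at 28 dpi. A positive difference can be a larger rise or a smaller fall in BALB/c mice. Equal medians gave 8 and 5, 110 and 37, and 103 and 51. With 6 housekeeping probes the counts were 8 and 4, 32 and 82, and 48 and 109. At 14 dpi, 5 housekeeping probes gave 5 and 4, as did 4 housekeeping probes, and 5 with a common floor 5 and 3. At that time point a pseudocount of 20 gave 5 and 7, a common floor 6 and 9, and voom weights 2 and 2. The total of 17 was 6 without C57BL/6 14 dpi replicate 1, and 7 to 10 without any of the 3 BALB/c 14 dpi replicates or without BALB/c naïve replicate 1 or 2.

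Across the mouse probes alone, the changes in both strains correlated with r = 0.92 at 14 dpi, 0.85 at 28 dpi and 0.83 at 56 dpi, again not independent replicates. The slope of the BALB/c change on the C57BL/6 change was 0.91, 0.60 and 0.54. Of the 78 probes called higher in both strains at 28 dpi, 78 rose more in C57BL/6 mice. At 14 dpi it was 56 of 90, and at 56 dpi 81 of 82. H2-Ea-ps had the largest positive difference in response at each time point (6.94, 8.25 and 7.02, SE 0.35). Ltb (1.81) and Il1b (1.68) followed at 14 dpi, Ccl21a (1.22) at 28 dpi and Ccl21a (1.31) at 56 dpi. The C57BL/6 changes of H2-Ea-ps (-0.06, -1.45 and -0.13) are among values below background. Its larger difference at 28 dpi can therefore not be told from noise. The largest negative differences were of Chi3l3 (-3.45, -3.62 and -4.60) and LDH2 (-2.75, -4.13 and -4.55), with Pdcd1 (-1.81) at 14 dpi, BAG1 (-3.67) at 28 dpi and Ccl5 (-3.94) at 56 dpi. For Ccl5 the changes did not differ at 14 dpi (0.45, adjusted p = 0.74) and were smaller in BALB/c mice at 28 dpi (-2.84, adjusted p = 2.7e-05) and 56 dpi (adjusted p = 2.9e-07). For Ifng the differences were -1.38 (adjusted p = 0.05, not called), -2.83 and -3.74, and for Tlr2 -0.53 (not called), -2.09 and -2.83.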

Values the study reported

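The study analysed this panel merged with a neuropathology and a neuroinflammation panel. For C57BL/6 mice against naïve controls it gave fold changes of up to 7-fold at 14 dpi, naming CCL5 and CD74, up to 8-fold at 28 dpi and up to 10-fold at 56 dpi. It found 454 genes altered at all time points and 202 altered at 28 dpi alone. C4A was given as increased by about 1.5-fold between the early and late chronic stages, without a significant change between successive time points. SRS22A was reported as unchanged from naïve mice, and SRS44 as rising without reaching significance.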

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

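Tests chosen after the result was seen in this part were the 5 housekeeping probes alone and with a common floor, the spread and calls of the well detected probes, the housekeeping counts per positive control, the ratios of positive controls, and Gusb on the same 5 probes.

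The change from naïve differed between the strains by the test of the difference itself, for 17 probes at 14 dpi, 113 at 28 dpi and 161 at 56 dpi. None of the other splits drawn gave as many calls: with the strain labels redrawn within naïve and within infected mice, after the average effects of strain and infection were removed, 1 of 100 splits did at each time point, the real one. The highest among the others was 2, 80 and 106, so chance alone is an unlikely source of the counts. A share of 1 in 100 is the smallest that this test can give. At 28 and 56 dpi the negative differences, a smaller rise or a deeper fall in BALB/c, prevail (108 and 134). That direction depends on the scaling, since equal medians give 110 positive and 37 negative at 28 dpi and 103 and 51 at 56 dpi. Equal medians hold the middle of the panel fixed in each sample, so they cannot decide which direction prevails. With 6 housekeeping probes the negative differences still prevail at both time points. At 14 dpi the count itself depends on the scaling and on single mice: it is 9 with 5 housekeeping probes and 6 without C57BL/6 14 dpi replicate 1.

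Several technical explanations for the smaller response in BALB/c at 28 and 56 dpi were weighed. The strains were scaled on different housekeeping sets and had different floors. With the same 5 probes and a common floor, 97 of the 108 negative calls at 28 dpi and 126 of the 134 at 56 dpi were kept. The floor was higher in BALB/c, which compresses low values. Among the 91 mouse probes above background in all 6 naïve mice, 52 were called at 56 dpi, 29 negative and 23 positive, and 29 at 28 dpi, 28 negative and 1 positive. The called change was smaller in BALB/c for 52 of the 52 and 27 of the 29, all 23 positive differences being a deeper fall in C57BL/6, but these probes were selected by their call. Signs and sizes of called probes were looked at before the test used here, the spread of the changes over all 91 probes, called or not. The SD of the BALB/c changes over that of the C57BL/6 changes was 0.99 at 14 dpi, 0.70 at 28 dpi and 0.593 at 56 dpi (0.684 to 0.723 and 0.579 to 0.611 with a sample left out at the last 2). The same probes were thus not compressed at 14 dpi, which argues against compression of low values as the whole cause. Depth differed between the groups. With each sample thinned to 46660 counts and rescaled on the 5 housekeeping probes, so that depth and scaling changed together, 96 of the 134 negative calls at 56 dpi were kept, and 68 of the 108 at 28 dpi.

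A count scale compressed in the BALB/c runs would lower the slope of their positive controls on the C57BL/6 mean. That slope was 0.99 (0.973 to 1.00, against 0.976 to 1.02 in C57BL/6 samples). A fall of the housekeeping probes in infected C57BL/6 would raise every other gene. The 5 housekeeping counts per positive-control count did not fall on average. They were higher than in naïve mice by 0.41, 0.47 and 0.39 log2 units at 14, 28 and 56 dpi, and in BALB/c by 0.21, 0.17 and 0.028. Much of this came from C57BL/6 naïve replicate 1, without which the values were 0.18, 0.24 and 0.16, and from Tubb5, without which they were 0.23, 0.25 and 0.13. At 56 dpi the C57BL/6 mice overlapped with the naïve ones, so a small fall is not excluded. It would add the same amount to every change and leave their spread over the probes equal in both strains, whereas that ratio was 0.593, so it is not the whole cause. The ratio of the POS_A to POS_B counts rose in C57BL/6 by 0.31 from naïve to 56 dpi, with no overlap between time points, so a run of each time point stays open too. A run or reagent lot of each strain stays open. The ratio of the POS_F to POS_E counts was 0.366 in BALB/c and did not overlap with C57BL/6, so strain and run cannot be told apart. A biological difference between the strains, which the design names, also stays open and untested.

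Of the housekeeping probes, which no comparison uses, Gusb and Tubb5 carried a signal above naïve mice. Gusb rose in C57BL/6 by 1.47, 1.65 and 2.11 log2 units at 14, 28 and 56 dpi and Tubb5 by 0.72, 0.86 and 1.02. In BALB/c Gusb rose by 0.94 at 14 dpi, 0.53 at 28 dpi and 0.47 at 56 dpi (adjusted p by limma 0.037 at 56 dpi), and Tubb5 by 0.57 at 14 dpi. On the deposited scale others were called lower. In C57BL/6 these were Cltc (-0.36, -0.34 and -0.45), Gapdh (-0.18 and -0.16 at 28 and 56 dpi) and Hprt (-0.38 at 56 dpi). In BALB/c they were Cltc (-0.39), Gapdh (-0.34), Hprt (-0.39) and Pgk1 (-0.40) at 14 dpi, and Cltc (-0.20) and Gapdh (-0.23) at 28 dpi. That scale holds the mean of the probes constant, so a rise of some lowers the others. Equal medians turned the changes of Gusb to -0.0096, -0.27 and -0.11 in C57BL/6 and to -0.28, -0.43 and -0.52 in BALB/c, where the median change of the mouse probes was itself between -1.38 and -0.88. A fall of the other housekeeping probes would raise Gusb without a change of its own. Per positive-control count, which no housekeeping probe enters, Gusb rose by 1.90, 2.13 and 2.52 in C57BL/6 and by 1.35, 0.81 and 0.60 in BALB/c. Tubb5 rose by 1.14, 1.33 and 1.42, and by 0.97, 0.48 and 0.30. Cltc, the only one of the other 4 to fall in C57BL/6, did so by -0.06 at 56 dpi. In BALB/c Pgk1, Hprt and Cltc fell at 56 dpi, by -0.093, -0.075 and -0.0031, less than Gusb rose. That Gusb was left out of the scaling in C57BL/6 alone could explain a rise in that strain only. In BALB/c, where Gusb was among the scaling probes, its rise on the deposited scale (0.94, 0.53 and 0.47) argues against this as the whole cause. On the same 5 probes, which leave Gusb out in both strains, it rose in BALB/c by 1.13, 0.64 and 0.57 (adjusted p by limma 1.8e-05, 0.0066 and 0.015). Those values cannot test the explanation, which allows a rise there. A candidate explanation is that Gusb, and less so Tubb5, respond to infection and are poor references here. Whether the amount of RNA loaded differed was not tested, and it would move all housekeeping probes alike.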

How the results depend on the processing

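Chosen after the result was seen were the scalings on 5 and on 4 housekeeping probes, the common floor, the 5 probes with that floor, and voom weights. All other alternatives were planned. Where no cause is given below, the cause was not tested.

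Total counts of calls stayed within 1.5 times their value for all 3 infected groups of C57BL/6 under every alternative, but increases and decreases did not. Equal medians gave 47 and 187, 58 and 184, and 62 and 176. For the named genes, 41 values under alternatives changed direction with a call in the main fit or in the alternative. Of the others, 446 lost and 184 gained a call, and 7986 kept their side of the threshold. A change of direction without a call in either fit was counted among the 7986.

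Equal medians over the mouse probes changed most. Such a scaling holds the middle of the panel fixed, so it cannot tell whether the panel as a whole moved. The calls against naïve in BALB/c became 232, 215 and 215 at 14, 28 and 56 dpi, and the T. gondii probes called 9, 9 and 8 in BALB/c and 3 in C57BL/6 at 14 dpi, all of them lower. The panel mean against naïve turned to -0.62, -0.74 and -0.75 in C57BL/6 and to -0.46, -0.35 and -0.35 in BALB/c. From 14 to 28 and 28 to 56 dpi it turned to -0.12 and -0.010 in C57BL/6 and to 0.11 and -0.0024 in BALB/c. Between strains it turned to -0.029 in naïve mice, 0.36 at 28 dpi and 0.37 at 56 dpi. Changed directions are given here where either fit called the probe. In C57BL/6 against naïve they were Cxcr4 -0.69, ROP18 -0.97, GDA1/CD39 -0.47 and SRS22A -0.54 at 14 dpi. At 28 dpi they were Cxcr4 -0.51, ROP18 -1.63, GDA1/CD39 -1.78, ADF -1.05, GRA12 -0.16 and TUBA1 -1.26, and at 56 dpi ROP18 -1.53, GDA1/CD39 -1.50, ADF -1.81, GRA12 -0.15 and TUBA1 -1.84. In BALB/c they were Ifng -0.32, Cxcr4 -0.56, SRS44 -1.21 and BAG1 -0.996 at 14 dpi, Cxcr4 -0.55 and SRS35A -0.93 at 28 dpi, and Tgfb1 -0.0031, Cxcr4 -0.53, SRS22A -0.88 and SRS35A -0.92 at 56 dpi. Between strains, C4a turned to 0.045, NRG3 to 0.65, Tgfb1 to 0.42 and Cxcr4 to 0.19 at 28 dpi, and C4a to 0.33 and Tgfb1 to 0.16 at 56 dpi.

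Scaling all samples to the same housekeeping probes removes the difference in reference sets between the strains, but not any difference between the runs. With 6 probes the panel difference between strains became -0.18 in naïve mice and -0.046 at 14 dpi. With 5 probes these were -0.19 and -0.11, Atf2 in naïve mice -0.23, NRG3 at 56 dpi -0.033, and the response at 14 dpi had 9 calls. With the common floor added, the panel differences were -0.24 and -0.15, both genes the same (-0.23 and -0.033), the response at 14 dpi had 8 calls, and T. gondii probes in BALB/c 1, 2 and 1, all lower. With 4 probes the panel differences were -0.34 and -0.26, and in naïve mice Atf2 was -0.39 and Cxcr4 -0.11. Atf2 was -0.13 at 14 dpi and -0.14 at 28 dpi, NRG3 -0.38 at 56 dpi, Atf2 in BALB/c at 14 dpi against naïve 0.0023, and the response at 14 dpi had 9 calls.

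The common floor alone gave 1, 2 and 1 T. gondii probes called in BALB/c, and the pseudocount of 20 gave 1 at 14 dpi and 2 at 28 dpi, all lower. With only the groups compared there were 29 calls from 28 to 56 dpi in C57BL/6, 41 between naïve strains and 7 in the response at 14 dpi, with 2, 1 and 1 T. gondii probes in BALB/c, all lower. With only the strain's 12 samples there were 13 calls from 28 to 56 dpi in C57BL/6, 2 in BALB/c, and 2 T. gondii probes in BALB/c at 14 dpi (1 higher, 1 lower) and 2 at 28 dpi (lower). The methods' t-test without adjustment called 1 T. gondii probe lower in BALB/c at each time point. With Benjamini-Hochberg adjustment it called 2 in C57BL/6 at 14 dpi, 1 lower in BALB/c at 56 dpi, 36 probes between naïve strains and 57 between strains at 14 dpi. The stricter Benjamini-Yekutieli adjustment left 47 and 15 calls for the successive time points of C57BL/6, 27 from 14 to 28 dpi in BALB/c, 62 and 50 between strains in naïve mice and at 14 dpi, and 6 in the response at 14 dpi. Voom weights called 4 in the response at 14 dpi.

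The replicate numbers do not pair the samples: of 36 pairs of groups with the same number, 8 correlated above 0.1, with a median r of 0.036. With the number as a block, every count stayed within 1.5 times, and of the named genes Ifng from 28 to 56 dpi in C57BL/6 (0.83, adjusted p = 0.056) and Pdcd1 in the response at 14 dpi (-1.81, adjusted p = 0.059) lost their call. The filter on a mean log2 value above 5 left 164 probes and 0 T. gondii probes, so it gives no value for these. Count models, planned for raw counts only, were not run on the normalized values or on the recovered counts.

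Leaving out a replicate gave 150 to 153, 166 to 175 and 186 to 197 calls against naïve in C57BL/6 and 131 to 139, 85 to 95 and 74 to 82 in BALB/c. The decreases in BALB/c were 36 to 42, 6 to 18 and 0 to 5, where 0 at 56 dpi was without naïve replicate 1 by limma. From 14 to 28 dpi it gave 60 to 89 in C57BL/6 and 31 to 44 in BALB/c, the lowest without BALB/c 14 dpi replicate 2 or BALB/c 28 dpi replicate 1 (31 each). From 28 to 56 dpi it gave 16 to 71 in C57BL/6, with 16 without 56 dpi replicate 3, 18 without 28 dpi replicate 1 and 49 without 28 dpi replicate 2. In BALB/c it gave 0 by limma, where all samples gave 13 at an unadjusted p under 0.05 and voom weights 0. Between strains it gave 74 to 99, 68 to 77, 148 to 155 and 167 to 172. The response gave 97 to 116 at 28 dpi and 147 to 162 at 56 dpi. At 14 dpi it gave 6 to 17: 6 without C57BL/6 14 dpi replicate 1, 10 and 9 without BALB/c naïve replicates 1 and 2, and 7, 9 and 7 without BALB/c 14 dpi replicates 1, 2 and 3. The panel difference of BALB/c from 28 to 56 dpi was -0.0083 to 0.046, negative without BALB/c 28 dpi replicate 1.

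Background limits the low probes, above all in naïve C57BL/6 mice, where 104 of 267 mouse probes on average were above it. Whether depth was the cause was not tested. The SD of the negative controls, which enters the limit, differed too, at 9.43 in naïve C57BL/6 and 4.01 in naïve BALB/c mice. For probes below background a change is a ratio to noise. In C57BL/6, 19, 19 and 15 of the calls at 14, 28 and 56 dpi had no sample above background.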

Other observations

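Tests chosen after the result was seen in this part were those on the background and level of the T. gondii probes, the common floor, the ratio of positive controls, the 5 and 4 housekeeping probes, voom weights, and H2-Eb1 and sequence as explanations for H2-Ea-ps.

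The splits of the 6 samples into 3 and 3 bear on each count of calls in the 14 contrasts of 2 groups. For 13 of them 1 of 10 splits, the real one, gave as many calls. For BALB/c from 28 to 56 dpi, with 0 calls by limma, 13 at an unadjusted p under 0.05 and 0 with voom weights, 10 of 10 did. Every split reaches a count of 0, so the splits cannot bear on that contrast. With 10 splits the share is never under 0.1, so chance cannot be excluded in this way for any of the other 13 contrasts.

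In naïve BALB/c mice, which hold no parasite, the T. gondii probes were above those of naïve C57BL/6 mice, with recovered counts of 145 against 27.3 (5.29 times). A higher general background would raise the negative controls alike, but their ratio was 1.14. Averaged per probe, the T. gondii counts lay below the mean negative-control count in naïve C57BL/6 mice (11.7) and near it in naïve BALB/c mice (13.3). The difference can thus be a low level in C57BL/6 mice as well as a raised one in BALB/c mice. Parasite RNA as in infected C57BL/6 mice would bring LDH2 and BAG1 to 34.1% to 59.0% of the 10-probe counts, whereas they made up 20.4% (18.6% to 22.3%). With a common floor 6 of the 10 probes were still called higher, so the higher floor of the BALB/c samples is not the whole cause. A probe lot or run of each strain stays open. The ratio of the POS_A to POS_B counts was 3.42 in BALB/c and 3.16 in C57BL/6, with an overlap, and the strain and its run cannot be told apart. In C57BL/6 this ratio also rose with the time point, from 3.00 in naïve mice to 3.31 at 56 dpi. No biological explanation was tested.

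The higher level in BALB/c could hide a rise of the T. gondii probes with infection. The largest rise of the 10-probe sum between any infected and any naïve BALB/c mouse was -10.6 at 28 dpi and 13.9 at 56 dpi, against a smallest one in C57BL/6 of 91.3 and 169. In recovered counts it was 10 and 43, against 126 and 184. A rise as large as in C57BL/6 was therefore not hidden at 28 and 56 dpi, if the probes worked alike in both strains. Whether they did was not tested, and a smaller rise is not excluded. At 14 dpi the largest rise was -2.8 against 10.4 in sums, but 49 against 6 in recovered counts, so the explanation stays open there.

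Of the 44 decreases in BALB/c at 14 dpi, 30 were no longer called with 5 housekeeping probes and 14 were. Without Tubb5 as well, 2 decreases were called. Gusb, which rose with infection, was among the probes that scaled BALB/c, and it may have lowered the other values. Leaving it out shifts all probes of a sample alike, so which decreases are lost depends on how near the threshold they were. The split into 30 and 14 therefore cannot test whether Gusb was the cause of either part.

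H2-Ea-ps stayed at background in all 12 C57BL/6 samples and was above it in all 12 BALB/c samples. A lack of a class II response in C57BL/6 is argued against by H2-Eb1, which rose there by 8.09 log2 units at 56 dpi. A sequence difference at this locus between the strains may be the cause, and the study ascribes its expression to a genetic difference between them. H2-Ea-ps was already 2.67 log2 units higher in naïve BALB/c than in naïve C57BL/6, but the data hold no sequence, and a difference in the probe's target and one in expression cannot be told apart.

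Some measures lay apart from those of the study, which merged this panel with others and used its own software. C4a from 14 to 28 dpi, and SRS22A and SRS44 against naïve C57BL/6 mice, were called here. The study, with other tests, reported no significant change for these. The ratio of mean Ccl5 values in C57BL/6 to naïve was at least 43.9 at 14 dpi, 116 at 28 dpi and 189 at 56 dpi, taken over the highest background limit of the naïve mice, since these were not above background. This is higher than the largest fold changes of the study. Probes called at 28 dpi alone, higher or lower, were 12 of 277, on another set of probes. The study's number is higher. Its text speaks of altered genes and its figure legend of upregulated ones, so the counts may follow unlike rules of direction. Had the study's fold changes been on a log2 scale, the values for Ccl5 would lie closer, at 7.86, 9.30 and 10.00, but this was not tested.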
